A study of Homo sapiens with 20 samples. Its data were reported in "miR-28-based combination therapy impairs aggressive B cell lymphoma growth by rewiring DNA replication" (2023).

How the data were processed

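The data are 20 RNA-seq libraries labelled as MD-901. MD-901 is an established human cell line of the activated B cell-like subtype of diffuse large B cell lymphoma (ABC-DLBCL). The cells had been transduced with pTRIPZ, a lentiviral vector that expresses an insert together with a red fluorescent protein (RFP) when doxycycline is given. The insert was miR-28 or a scramble control sequence. Doxycycline at 0.5 µg/ml was started 24 h before ibrutinib, an inhibitor of Bruton's tyrosine kinase (BTK), was added at 25 µM, and RFP-positive cells were sorted at 0, 4 or 20 h. Poly-A RNA was made into directional libraries and read from 1 end on a HiSeq4000.

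The deposited values are estimated counts per Ensembl gene, which need not be whole numbers and were not scaled between libraries. Per the labels, the authors demultiplexed reads with bcl2fastq 2.20 and quantified them with Salmon 1.9 on GRCh38.p10. The annotation release and the way transcripts were summed to genes are not given in the sources used here. Salmon divides reads that match several transcripts between them by probability, so near-identical copies, such as a gene and its processed pseudogene, can exchange counts, and a gene can read 0 in 1 library and high in the next. The table held 35114 gene IDs, of which 34764 had a symbol and 34919 were found in GENCODE 29, the annotation used here for symbols and for GRCh38 coordinates.

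Estimated counts were rounded to whole numbers and tested with edgeR 4.0.16 in R 4.3.3. Low genes were removed with filterByExpr over the 10 groups, which left 14639 genes, and libraries were scaled with TMM factors (0.936 to 1.06). A quasi-likelihood model with 1 mean per group was fitted to all 20 libraries, so that every comparison shared 1 estimate of the spread. The common dispersion was 0.0777, a biological coefficient of variation of 0.279. p-values were adjusted with the Benjamini-Hochberg method, and genes with an adjusted p under 0.05 are called changed. Standard errors (SE) of log2 fold changes were derived from the F statistic. Time-independent comparisons were fitted on the 8 libraries of 4 h and 20 h of the groups compared, with time as a covariate. Levels are CPM, counts scaled to library size and TMM factor, given as mean ± SD. Where a group had no count of a gene, the fold is a lower bound against a floor of 3 counts over that group, and where it had 1 to 3 counts the ratio is given with its exact 95% interval.

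The groups were taken from the labels. Comparisons, tests, gene lists, the genes to name and the alternatives were chosen before the data were examined, except where the text says otherwise. For each comparison, the named genes are the 8 with the largest and the 8 with the smallest log2 fold change among genes that were called, had an average log2 CPM of at least 2 and had groups that did not overlap (33.3% of unchanged genes would have groups of 2 that do not overlap). To these were added up to 4 members with the smallest adjusted p of each list that is described, and always GINS1, RRM2, UHRF1, CDC45, CDC7, PCNA, CHEK1, BTK, LPP, MIR28, BCL2, NFKB2, IKBKB, IRAK1 and ORC6. Only some of the genes so chosen are printed. The 26 gene lists had 673 members, 667 of which matched the table. They cover replication origins, replication forks, deoxynucleotide supply, G1-S control, mitosis, DNA repair, histones, CDK inhibitors and p53 targets, B cell receptor signalling, NF-kB, B cell markers, germinal centre and plasma cell genes, MYC targets and ribosome biogenesis, glycolysis, cholesterol synthesis, the unfolded protein and integrated stress response, heat shock, immediate early genes, interferon, apoptosis, mitochondrial transcripts, markers of T and NK, myeloid, and stromal and epithelial cells, miR-28 targets named in the study, and the signature of the study, which was chosen on these samples. Each list was tested with camera from limma 3.58.1 against all other genes, with a preset correlation of 0.01 between genes, and again with an estimated correlation and with fry, which asks whether the genes of a list move one way on balance.

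Alternatives were DESeq2 1.42.0, limma-voom, RLE scaling, no filter, only the libraries of the same time point, the replicate number as a block, and each replicate left out in turn. With a replicate left out, the lone library of its group is assumed to vary like the others. The edgeR test was tested on simulated data with real library sizes and gene means. For the combination against miR-28 at 20 h (14396 genes) it recovered 35 of 100 genes changed 2-fold and 71 of 100 changed 4-fold, with 6 false calls. For ibrutinib against control at 20 h (14449 genes) it recovered 33 of 100 and 76 of 100, with 5 false calls, and for the interaction (14314 genes) 4 of 100 and 56 of 100, with 3 false calls. For ibrutinib against control at 4 h (14455 genes) it recovered 26 of 100 and 74 of 100, with 2 false calls. For the combination against miR-28 at 20 h, limma-voom recovered 30 and 68 of 100, with 8 false calls. DESeq2 recovered 50 and 85 of 100 there, with 34 false calls. camera with the preset correlation found 20 of 20 simulated lists of 30 genes, and no unchanged list was called. camera with an estimated correlation and fry also found 20 of 20. Genes were simulated independently, so this does not test any setting on lists whose members move together. The groups of each comparison shared 1 set of means before the changes, so for the interaction the lines did not differ. Counts were drawn with the spread that edgeR estimated, without a library that stands apart from the others. The rates may therefore not hold for the real libraries.

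Sites of miR-28-5p (AGCTCCT) and miR-28-3p (ATCTAGT), the matches to bases 2 to 8 of each mature strand, were searched in the 3' UTRs of 13068 tested genes, with 100000 permutations and 100 other 7-mers of the same base composition as background. Shares of immunoglobulin variable gene counts were computed per library to check that all libraries hold the same B cell clone. Replicates were checked for duplicated libraries, and every pair differed by far more than sampling noise (chi-square per gene 20.3 to 230.2). Figures and tables were made with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.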

Results

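RNA-seq of cells labelled as MD-901 gave 20 libraries in 10 groups of 2. Scramble cells without ibrutinib (control) and miR-28 cells without ibrutinib (miR-28) were sampled at 0, 4 and 20 h, and scramble cells with ibrutinib (ibrutinib) and miR-28 cells with ibrutinib (combination) at 4 and 20 h. Library totals ran from 19153349 counts (miR-28 4 h replicate 2) to 40335341 (control 0 h replicate 1). Between 16172 and 17656 genes were detected per library. In a single library, 3 counts correspond to 0.0773 to 0.162 CPM, the level that a count of 0 allows. Intervals and floors cover counting error only. It is not stated whether replicates came from separate cultures, so p-values measure only the spread between these libraries, which may be technical. Mitochondrial transcripts held 1.93% to 4.52% of counts, with the highest share in combination 20 h replicate 2 and the next, 3.89%, in ibrutinib 20 h replicate 2. The first principal component held 74.3% of the variance and lay between -124 and -116 in scramble libraries and between 116 and 131 in miR-28 libraries. On the second, which held 4.96%, combination 20 h replicate 2 stood at -72.9 and the other 19 libraries at -37.3 to 38.7.

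A B cell lymphoma line descends from 1 cell and usually expresses 1 rearranged heavy and 1 rearranged light chain, so the leading immunoglobulin variable (V) genes were compared to ask whether the transduced populations hold the same clone. All 10 scramble libraries led with IGHV3-7 (chromosome 14, 106062151 to 106062683), which held 81.7% to 94.4% of heavy chain V counts, and with the kappa gene IGKV4-1 (chromosome 2, 88885397 to 88886153), at 92.3% to 94.6% of light chain V counts. All 10 miR-28 libraries led with IGHV4-34 (chromosome 14, 106373663 to 106374145), at 93.0% to 97.8% of heavy chain V counts, and with the lambda gene IGLV2-14 (chromosome 22, 22758700 to 22759218), at 49.8% to 65.5% of light chain V counts. A second lambda gene, IGLV2-23, was also abundant in these libraries, with 15726 to 39557 counts against 28726 to 44941 for IGLV2-14. IGHV4-34 held 0.204% to 0.533% of heavy chain V counts in scramble libraries, and IGHV3-7 held 0.00614% to 0.0514%, or 1 to 8 counts, in miR-28 libraries. Kappa V genes took 97.3% to 98.5% of light chain V counts in scramble libraries and 0.148% to 0.868% in miR-28 libraries. The constant genes differed likewise, with IGKC at 1364 ± 236 CPM in scramble and 1.78 ± 0.79 CPM in miR-28 libraries and IGLC2 at 65.6 ± 8.6 and 4504 ± 555 CPM (SD, n = 10 per line). V genes resemble each other, so the smaller shares are uncertain. No p-value was computed for these shares, which are set against bounds in a later part. A line that descends from 1 cell would not hold both sets of V genes. The MD-901 label of at least 1 of the transduced populations is therefore in doubt.

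**Figure D1:**
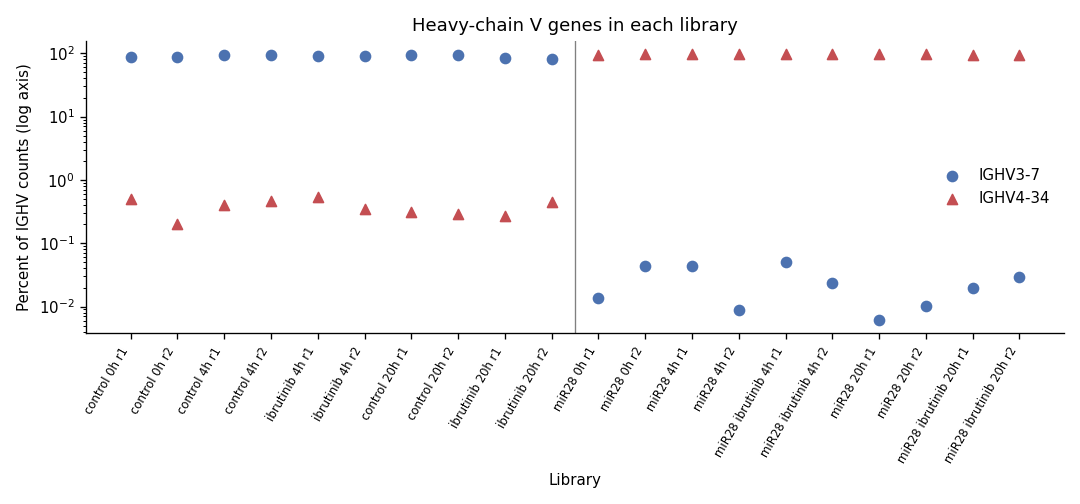
Percent of heavy chain V gene counts (log axis) held by IGHV3-7 (circles) and IGHV4-34 (triangles) in each of the 20 libraries, with the scramble libraries on the left and the miR-28 libraries on the right. IGHV3-7 held 81.7% to 94.4% in scramble libraries and at most 0.0514% in miR-28 libraries, and IGHV4-34 held 93.0% to 97.8% in miR-28 libraries and at most 0.533% in scramble libraries.

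Other genes were present in 1 line and close to absent in the other. Above 10 CPM in every library of 1 line and under 0.5 CPM in every library of the other were 207 genes, 107 of them high in miR-28 and 100 in scramble libraries. The B cell surface genes MS4A1, which encodes CD20, CD22 and CD37 were at 78.0, 179.9 and 233 CPM in miR-28 and at 0.328, 0.670 and 0.732 CPM in scramble libraries, and the receptor gene CD79A at 491 ± 82 and 24.8 ± 5.4 CPM (n = 10 per line). Markers of other cell types were also uneven. The summed T and NK cell markers were at 88.4 ± 15.5 CPM in miR-28 and 14.4 ± 3.34 CPM in scramble libraries, mostly from CD3G (76.4 CPM) in the former and TRBC2 (13.4 CPM) in the latter. Stromal and epithelial markers were at 10.6 ± 5.65 and 540.1 ± 115 CPM, mostly from PECAM1 (8.04 CPM) in the former and VIM, which encodes vimentin (536 CPM), in the latter. Myeloid markers were at 4.64 ± 0.92 and 2.10 ± 0.575 CPM. LPP, the host gene of miR-28 (chromosome 3, 188153284 to 188890671), was at 122 ± 40 CPM in miR-28 and 25.7 ± 8.0 CPM in scramble libraries. MIR28 itself was not among the genes counted, and poly-A libraries do not measure mature microRNAs.

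The comparison of miR-28 with control at 20 h was meant to ask what expression of the microRNA did on its own. The groups also differ in clone, so it cannot separate the insert from the clone. Genes said to rise or fall here were higher or lower in the miR-28 line. CYP51A1, a demethylase of cholesterol synthesis (chromosome 7, 92112151 to 92134803), was at 205 ± 32.0 CPM in miR-28 cells with no counts in control (SD, n = 2 per group), at least 3268-fold higher against a floor of 3 counts over the control group. Over all times it was at no more than 0.155 CPM in any scramble library. Estimated counts alone do not settle whether values of 0 in such genes come from expression or from the division of reads between transcripts. CTSZ, a lysosomal protease (chromosome 20, 58995185 to 59007247), was at least 1110-fold and MMP15, a membrane metalloproteinase, at least 456-fold higher. S100A11, a calcium-binding protein gene (chromosome 1, 152032506 to 152047907), went from 62.1 ± 0.494 CPM to no counts, at least 1043-fold lower, and HECW2, a ubiquitin ligase gene, was at least 1015-fold lower. BCL2, the anti-apoptotic gene (chromosome 18, 63123346 to 63320128), fell to 10.3 ± 0.643 CPM from 779 ± 37.4 CPM, a log2 fold change of -6.25 ± 0.47 (SE; edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 1.1e-07). Among the other genes named in advance, IRAK1, a kinase of Toll-like receptor signalling (chromosome X, 154010500 to 154019980; -1.12 ± 0.23, adjusted p = 0.0016), and ORC6, of the origin recognition complex (chromosome 16, 46689643 to 46698394; -0.96 ± 0.20, adjusted p = 0.0016), also fell, and LPP rose (1.77 ± 0.37, adjusted p = 0.0017). GINS1 (-0.36 ± 0.85), RRM2 (-1.38 ± 0.94), UHRF1 (-0.98 ± 0.53), CDC45 (-0.33 ± 0.25), CDC7 (-0.20 ± 0.26), PCNA (-0.12 ± 0.30), CHEK1 (-0.40 ± 0.18), BTK (0.68 ± 0.41), NFKB2 (-0.87 ± 0.36) and IKBKB (0.25 ± 0.19) did not pass.

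Lists of B cell identity differed in both directions between the lines. Of 16 B cell markers, 10 rose and 5 fell (10 and 6 adjusted over the list alone), among them CD22 (8.5 ± 0.36) upward and HLA-DRB1 (-3.82 ± 0.23) downward. Of 22 B cell receptor genes, 12 rose and 2 fell, with the same counts adjusted over the list alone, including CD79A (4.05 ± 0.30) and PLCG2 (2.01 ± 0.19). NF-kB targets had 9 risen and 4 fallen of 19 (9 and 5 adjusted over the list alone), germinal centre and plasma cell genes 6 and 6 of 22 (6 and 11 adjusted over the list alone). T and NK cell markers had 4 risen and 2 fallen of 8 (5 and 2 adjusted over the list alone). Among 23 cholesterol synthesis genes, 11 rose and 2 fell (13 and 3 adjusted over the list alone), among them FDFT1 (2.02 ± 0.25). Among 33 mitosis genes, 14 fell and 1 rose, the same adjusted over the list alone, with CENPF at -1.02 ± 0.21 and TPX2 at 1.41 ± 0.17. Of 28 origin genes 1 rose and 2 fell (1 and 1 adjusted over the list alone), and of 30 fork genes 1 rose and 3 fell (1 and 2 adjusted over the list alone). The median and mean differed in sign for apoptosis (-0.25 and 0.19), germinal centre (-0.64 and 0.13), immediate early (0.24 and -1.31), interferon (-0.02 and 0.83) and stromal genes (0.20 and -1.58). The T and NK median of 5.22 became 2.46 with genes absent from a group at their bound. Of the 5 miR-28 targets named in the study, 3 fell (4 adjusted over the list alone), though the lines also differ in clone. With camera, B cell receptor signalling (adjusted p = 0.025) and cholesterol synthesis (adjusted p = 0.030) were higher and mitosis (adjusted p = 0.030) lower than other genes. None of these calls held with an estimated correlation (adjusted p = 0.68, 0.92 and 0.92 with an estimated correlation).

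In total 2397 genes rose and 2490 fell at 20 h (DESeq2 called 5340 and limma-voom 4797). At 4 h 2408 rose and 2597 fell. At 0 h, after 24 h of doxycycline and before any ibrutinib, 2720 rose and 2624 fell. BCL2 was lower at each time, by edgeR log2 fold changes of -6.44 ± 0.47 at 4 h (adjusted p = 9.6e-08) and -5.10 ± 0.44 at 0 h (adjusted p = 4.2e-07), as was IRAK1 (-1.22 ± 0.23 and -1.42 ± 0.23, adjusted p = 8.3e-04 and 2.1e-04). CYP51A1 was at least 4947-fold higher at 4 h, with the same doubt about its values of 0. UHRF1, a ubiquitin ligase that maintains DNA methylation at replication, was at -2.0 ± 0.54 at 0 h (adjusted p = 0.0091) and at -1.22 ± 0.53 at 4 h (adjusted p = 0.092). It did not pass at 0 h without control replicate 1 (-1.54, adjusted p = 0.075) or miR-28 replicate 2 (-1.71, adjusted p = 0.082). Across 10284 genes, the fold changes correlated at r = 0.964 between 0 and 20 h, and 4055 of the 4059 genes called at both times went the same way (genes are not independent replicates). With only the 0 h libraries in the fit, 2830 genes passed at 0 h. The lines differ in clone as well as in insert, so these comparisons do not separate one from the other.

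**Figure D2:**
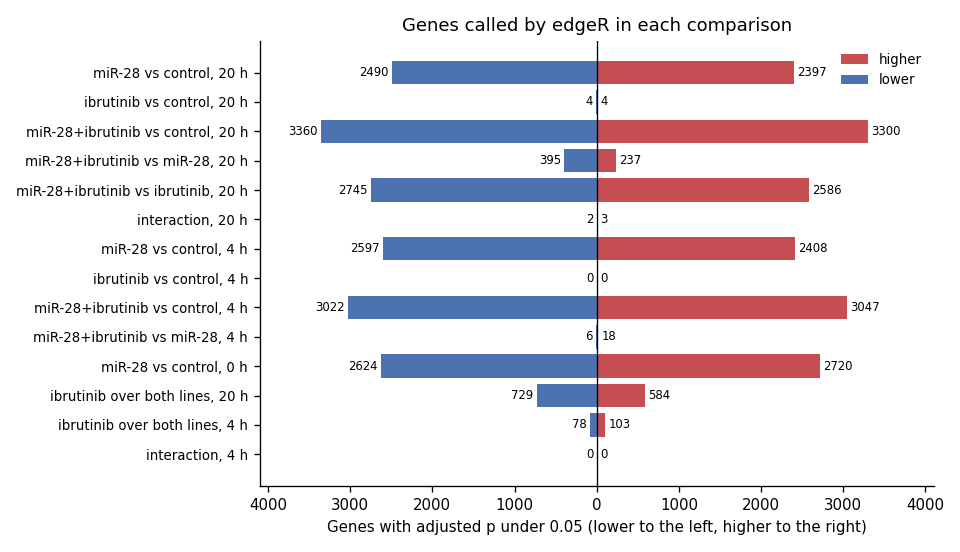
Number of genes with an adjusted p under 0.05 (edgeR) in each comparison at a single time, lower to the left and higher to the right of 0. Comparisons between the lines at a single time held 4887 to 6660 genes, while ibrutinib within the scramble line held 8 at 20 h and 0 at 4 h and within the miR-28 line 632 and 24.

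Ibrutinib against control at 20 h asked what BTK inhibition did in scramble cells. MYO7B, an unconventional myosin gene (chromosome 2, 127535802 to 127637729), rose to 12.7 ± 0.398 CPM from 1.07 ± 0.121 CPM (SD, n = 2 per group; log2 3.56 ± 0.40; edgeR adjusted p = 0.0051), and AEBP1 rose by 1.9 ± 0.25 (adjusted p = 0.017). TM7SF2, a sterol reductase of cholesterol synthesis (chromosome 11, 65111845 to 65116384; 1.24 ± 0.20), and PLD3 (1.03 ± 0.17) also rose. PFKFB4, a regulator of glycolysis (chromosome 3, 48517684 to 48562015; -4.02 ± 0.65), CCDC82 (-2.10 ± 0.33), N4BP3 (-1.57 ± 0.25) and PHF19, of the Polycomb complex (chromosome 9, 120855652 to 120894896; -1.14 ± 0.18), fell, all with adjusted p = 0.0495. PFKFB4 was uneven in control, at 82.0 and 16.7 CPM. CDC45 (-0.71 ± 0.25), UHRF1 (-1.01 ± 0.53), RRM2 (-1.5 ± 0.94), BTK (-0.19 ± 0.41) and BCL2 (0.11) did not pass, with adjusted p = 0.38 or higher.

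By camera with the preset correlation, 10 lists were lower and 2 higher at 20 h of ibrutinib, with few single members passing, while fry called glycolysis alone (adjusted p = 0.0496). No list was called by camera with an estimated correlation (the smallest adjusted p = 0.28). Of 25 glycolysis and hypoxia genes 0 passed over all genes tested and 13 fell adjusted over the list alone, with a median log2 fold change of -0.90, with values such as GAPDH (-0.82 ± 0.21), HK2 (-1.18 ± 0.31) and ENO1 (-1.39 ± 0.41). The list was lower than other genes by camera (adjusted p = 1.8e-08, but adjusted p = 0.28 with an estimated correlation). MYC targets and ribosome biogenesis genes had a median of -0.60 (0 of 24 passed over all genes or adjusted over the list alone; camera adjusted p = 1.8e-08, and adjusted p = 0.60 with an estimated correlation). Mitosis genes had a median of -0.35 (0 of 33 passed, 3 fell adjusted over the list alone; camera adjusted p = 4.4e-08, and adjusted p = 0.54 with an estimated correlation). Origin genes (median -0.32, 0 of 28 passed) and fork genes (median -0.39, 0 of 30 passed), with 0 adjusted over the list alone in each, were lower by camera (adjusted p = 2.6e-04 and 8.8e-05, but adjusted p = 0.60 with an estimated correlation for both). Cholesterol synthesis genes were higher (1 of 23 rose, also adjusted over the list alone; median 0.35; camera adjusted p = 0.013, and adjusted p = 0.65 with an estimated correlation). Germinal centre genes had a median of 0.18 and a mean of -0.31. The mitosis median was -0.23 without control replicate 2, and the germinal centre median 0.08 without control replicate 2 or ibrutinib replicate 1. Beside these counts of 0, edgeR gave 1680 genes at an unadjusted p under 0.05, DESeq2 called 227 and limma-voom 14. The edgeR count of 8 became 1 and 16 without control replicates 1 and 2, 4 and 2 without ibrutinib replicates 1 and 2, 2 without combination replicate 2 and 14 without miR-28 0 h replicate 2. With only the 20 h libraries in the fit it was 324. The ibrutinib and control groups did not overlap in 8624 of 14639 genes, where 33.33% would not overlap if no gene changed. The count of 8 therefore does not show that few genes responded. Genes are not independent, and libraries can also differ for reasons other than the drug.

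Combination against miR-28 at 20 h asked what ibrutinib did in miR-28 cells, within 1 line. DNA replication genes fell. UHRF1 (chromosome 19, 4903080 to 4962154) fell to 8.38 ± 1.96 CPM from 116 ± 25.1 CPM (SD, n = 2 per group), a log2 fold change of -3.79 ± 0.59 (edgeR adjusted p = 0.0068). MCM4, a subunit of the replicative helicase (chromosome 8, 47960185 to 47978160), fell to 17.5 ± 11.6 CPM from 184 ± 10.6 CPM (-3.39 ± 0.49, adjusted p = 0.0042). CDC45, which activates the helicase (chromosome 22, 19479459 to 19520612; -1.80 ± 0.26, adjusted p = 0.0042), PCNA, the sliding clamp (chromosome 20, 5114953 to 5126626; -1.85 ± 0.31, adjusted p = 0.0083), CHEK1, the checkpoint kinase gene (chromosome 11, 125625136 to 125676255; -1.02 ± 0.19, adjusted p = 0.012), and ORC6 (-1.0 ± 0.20, adjusted p = 0.018) fell as well. So did TERT, of telomerase (chromosome 5, 1253147 to 1295069; -2.98 ± 0.42, adjusted p = 0.0042), and ID1 (-2.66 ± 0.57, adjusted p = 0.022). BCL2 rose to 43.5 ± 7.73 CPM from 10.3 ± 0.643 CPM (2.08 ± 0.39, adjusted p = 0.013). TSHR, the thyrotropin receptor gene (chromosome 14, 80954989 to 81146302), rose by 3.97 ± 0.34 (adjusted p = 1.2e-04). KAT6B, a histone acetyltransferase gene (chromosome 10, 74824927 to 75032624), went from 0.0589 CPM to 49.8 ± 24.4 CPM, a ratio of counts of 833 (285 to 4040). KAT6B was at 37.1 and 25.6 CPM in miR-28 cells at 0 and 4 h, and estimated counts alone do not settle whether its low value at 20 h comes from expression or from the division of reads between transcripts. GINS1, a subunit of the GINS helicase complex (chromosome 20, 25407727 to 25452628), did not pass (-2.68 ± 0.91, adjusted p = 0.097), nor did RRM2, of ribonucleotide reductase (chromosome 2, 10120698 to 10131419; -1.82 ± 0.95, adjusted p = 0.25), or CDC7 (-0.80 ± 0.27, adjusted p = 0.091). GINS1 was at 16.6 and 0.0824 CPM and RRM2 at 98.3 and 2.10 CPM in combination replicates 1 and 2. Of 33 named values called in this comparison, 3 were called under every alternative.

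**Figure D3:**
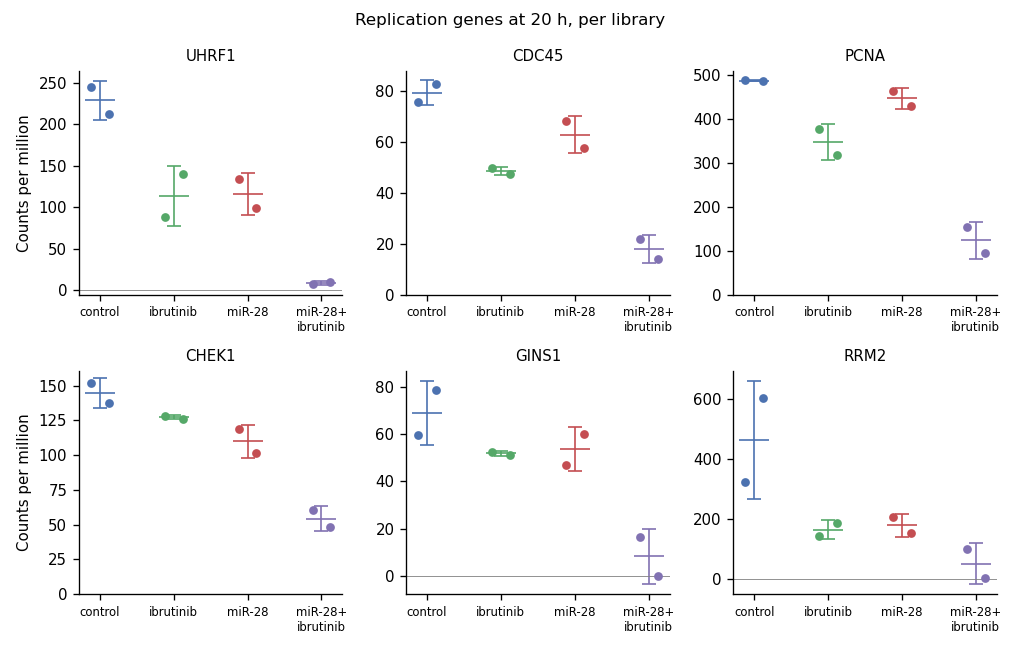
CPM of UHRF1, CDC45, PCNA, CHEK1, GINS1 and RRM2 at 20 h in control, ibrutinib, miR-28 and combination cells, with a dot per library, a dash at the mean and bars for the SD (n = 2). UHRF1 was at 8.38 ± 1.96 CPM in combination against 116 ± 25.1 CPM in miR-28 cells, while the combination replicates of GINS1 lay at 16.6 and 0.0824 CPM.

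The cell cycle lists fell together in this comparison. Of 28 origin genes 17 fell (23 adjusted over the list alone), of 30 fork genes 19 (27 adjusted over the list alone), and of 14 deoxynucleotide supply genes 8 (10 adjusted over the list alone). Of 33 mitosis genes 20 fell (27 adjusted over the list alone) and of 23 DNA repair and checkpoint genes 13 (17 adjusted over the list alone), and none rose. Of 18 G1-S genes 8 fell (13 fell and 1 rose adjusted over the list alone). Examples were GMNN (-1.78 ± 0.26), RNASEH2A (-1.20 ± 0.17), TYMS (-1.84 ± 0.32), NCAPH (-1.76 ± 0.18), CCNA2 (-1.33 ± 0.19), EXO1 (-1.94 ± 0.26) and E2F8 (-1.70 ± 0.19). The medians ran from -1.36 for origin and fork genes to -0.98 for mitosis. By camera each was lower than other genes (adjusted p = 3.1e-17 for origins, 1.8e-20 for forks, 5.9e-09 for deoxynucleotide supply, 1.3e-19 for mitosis, 2.0e-12 for repair and 6.1e-09 for G1-S). None held with an estimated correlation (adjusted p = 0.14 with an estimated correlation for deoxynucleotide supply and 0.13 for the others). All 6 were also called without combination replicate 2, the library with 4.52% mitochondrial counts. Of 153 signature genes, 104 fell and 25 rose (112 and 37 adjusted over the list alone), but the study chose this list on these samples, so it is not independent evidence. Calls in this comparison leaned on combination replicate 2, since far more genes stayed called without replicate 1 than without replicate 2. The 395 genes called lower had a median log2 difference from miR-28 cells of -0.95 in combination replicate 1 and -1.31 in replicate 2. The count of 632 genes (237 higher, 395 lower; DESeq2 2068, limma-voom 735) became 10 and 130 without miR-28 replicates 1 and 2, 4 without combination replicate 2, among them TSHR, KAT6B and NCAPH, and 1347 without miR-28 0 h replicate 2. UHRF1 then had adjusted p = 0.071, 0.022, 0.092 and 0.0049, and with only the 20 h libraries in the fit 3339 genes passed.

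**Figure D4:**
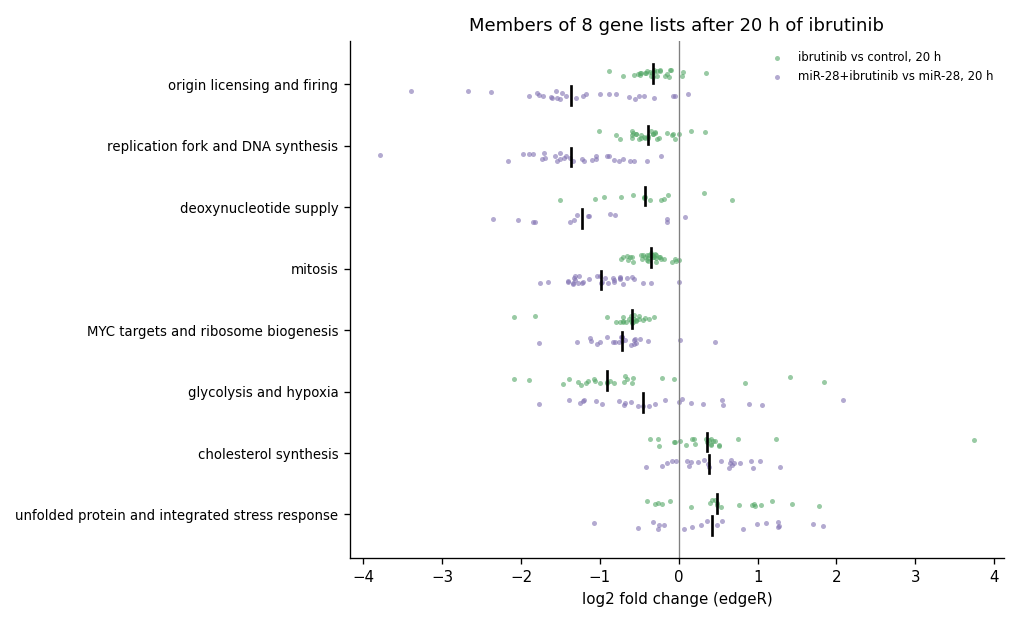
Log2 fold changes of the members of 8 gene lists at 20 h, in ibrutinib against control (green) and in combination against miR-28 (purple), with a dot per gene and a black bar at the median. The origin and fork genes had medians of -0.32 and -0.39 in scramble cells and -1.36 for both in miR-28 cells.

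Other lists moved less in miR-28 cells. MYC targets had a median of -0.72 (0 of 24 passed over all genes or adjusted over the list alone; camera adjusted p = 3.9e-06, and adjusted p = 0.55 with an estimated correlation) and glycolysis -0.45 (0 of 25 passed either way; camera adjusted p = 0.027, and adjusted p = 0.55 with an estimated correlation). Cholesterol synthesis was higher, with SC5D (1.03 ± 0.13) and TM7SF2 (0.77 ± 0.20) as the 2 of 23 members that passed (5 adjusted over the list alone; camera adjusted p = 0.0062, and adjusted p = 0.63 with an estimated correlation). Germinal centre genes were also higher, with BACH2 (2.30 ± 0.43) the 1 of 22 (2 adjusted over the list alone; camera adjusted p = 0.041, and adjusted p = 0.48 with an estimated correlation). Lists without a camera call were B cell markers (1 rose, 1 fell of 16), B cell receptor signalling (2 rose of 22, BLNK and CD79B), p53 targets (1 rose, GADD45A, and 1 fell, CDKN2A, of 20) and apoptosis (2 rose of 23, among them CFLAR). Others were interferon (2 rose of 21, IRF7 and XAF1), immediate early genes (1 rose of 19, ETV5), the unfolded protein response (1 rose of 20, DNAJB9), histones (1 rose of 14, H4C8) and miR-28 targets (1 rose, BCL2, and 1 fell, ORC6, of 5). No member passed among 19 NF-kB targets, 8 T and NK cell, 4 myeloid and 7 stromal markers, 12 heat shock genes and 13 mitochondrial transcripts. Adjusted over the list alone, the counts of risen and fallen genes were 2 and 3 for B cell markers, 2 and 1 for receptor signalling, 2 and 1 for p53 targets, 3 and 1 for apoptosis, 4 and 1 for histones, and as before for the rest. The median and mean differed in sign for apoptosis (-0.11 and 0.15), T and NK markers (0.09 and -0.19) and miR-28 targets (-0.22 and 0.13). Summed stromal markers were at 20.8 ± 2.56 CPM in combination and 8.91 ± 2.21 CPM in miR-28 cells. Without combination replicate 2, p53 targets (adjusted p = 0.022) and interferon genes (adjusted p = 0.028) were called higher and mitochondrial transcripts were called (adjusted p = 0.032).

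Combination against control at 20 h asked for the effect of both treatments together. The replication genes named in advance were lower in combination cells, with UHRF1 at -4.77 ± 0.62 (edgeR adjusted p = 2.4e-05), GINS1 at -3.04 ± 0.93 (adjusted p = 0.016), RRM2 at -3.20 ± 1.0 (adjusted p = 0.018), CDC45 at -2.14 ± 0.26 (adjusted p = 1.5e-05), PCNA at -1.97 ± 0.31 (adjusted p = 1.4e-04), CHEK1 at -1.41 ± 0.19 (adjusted p = 3.2e-05) and CDC7 at -1.0 ± 0.27 (adjusted p = 0.0076). BCL2 (-4.16 ± 0.42) and NFKB2 (-1.21 ± 0.36) fell and BTK (-0.29) did not pass. GINS1 was at 16.6 and 0.0824 CPM and RRM2 at 98.3 and 2.10 CPM in combination replicates 1 and 2, and their values depended on single libraries. Without control replicate 2 neither passed (-2.80, adjusted p = 0.062, and -2.66, adjusted p = 0.088), nor did RRM2 with only the 20 h libraries (adjusted p = 0.055). Without combination replicate 2 they were at -2.04 and -2.22 (adjusted p = 6.0e-04 and 0.011), and without replicate 1 at -9.61 and -7.75, the former a fitted value near the floor. CDC7 did not pass without combination replicate 2 (-0.85, adjusted p = 0.077), nor NFKB2 without combination replicate 1 (-0.91, adjusted p = 0.12) or control replicate 1 (-0.77, adjusted p = 0.16), and BTK passed without combination replicate 1 (-1.38, adjusted p = 0.0091). CYP51A1, with the same doubt about its values of 0, was at least 5222-fold higher, and SLFN11, a restriction factor for stalled replication (83.6 ± 15.8 CPM in control), at least 1383-fold lower. Of 33 mitosis genes 30 fell and 1 rose (31 and 1 adjusted over the list alone), and of 30 fork genes 25 fell (26 adjusted over the list alone). Of 28 origin genes 23 fell and 1 rose (the same adjusted over the list alone), and of 24 MYC targets 13 fell and 1 rose (17 and 1 adjusted over the list alone). Of 23 cholesterol genes 16 rose and 3 fell (17 and 4 adjusted over the list alone). Camera called these lists with adjusted p = 2.4e-09, 1.0e-07, 2.0e-06, 0.0015 and 0.0010. No list held with an estimated correlation (the smallest adjusted p = 0.43 with an estimated correlation). In all, 3300 genes rose and 3360 fell. The groups differ in line, and combination replicate 2 held 4.52% mitochondrial counts.

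Combination against ibrutinib at 20 h asked what miR-28 added in the presence of the drug. STS, the steroid sulfatase gene (153.8 ± 4.99 CPM), was at least 2790-fold higher. SLFN11 was at least 1626-fold lower. UHRF1 (-3.76 ± 0.59, edgeR adjusted p = 1.6e-04), CDC45 (-1.43 ± 0.26, adjusted p = 5.0e-04), PCNA (-1.49 ± 0.31, adjusted p = 0.0015), CHEK1 (-1.22 ± 0.19, adjusted p = 1.3e-04) and GINS1 (-2.63 ± 0.91, adjusted p = 0.036) fell, and RRM2 did not pass (-1.70 ± 0.95, adjusted p = 0.19). GINS1 did not pass without ibrutinib replicate 1 (-2.61, adjusted p = 0.095) or 2 (-2.62, adjusted p = 0.089), with DESeq2 (adjusted p = 0.051) or with only the 20 h libraries (adjusted p = 0.085). It was at -1.63 (adjusted p = 0.0030) without combination replicate 2 and at -9.20, a fitted value near the floor, without replicate 1, where RRM2 passed (-6.26, adjusted p = 3.2e-05). Of 33 mitosis genes 28 fell and 1 rose (31 and 1 adjusted over the list alone), of 28 origin genes 22 fell and 1 rose and of 30 fork genes 22 fell, the latter counts being the same adjusted over the list alone. Camera gave adjusted p = 5.6e-07, 4.8e-05 and 8.9e-06, with no list held under an estimated correlation (the smallest adjusted p = 0.49 with an estimated correlation). In all, 2586 genes rose and 2745 fell, again between lines and with the same combination libraries.

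The interaction at 20 h tested whether ibrutinib acted differently in the miR-28 line than in the scramble line, which equals the departure of the combination from the sum of the single log2 effects. It was called for 5 genes. CHST15, a sulfotransferase gene (chromosome 10, 124007666 to 124093607), rose with ibrutinib in miR-28 cells (72.3 ± 1.91 to 185 ± 6.41 CPM) and was at 222 ± 15.1 and 203 ± 20.9 CPM in scramble cells (interaction 1.48 ± 0.22, edgeR adjusted p = 0.027). TSHR went from 0.497 to 7.84 ± 1.92 CPM and from 39.7 ± 1.02 to 66.8 ± 2.12 CPM (3.22 ± 0.42, adjusted p = 0.011). CREM, a cAMP-responsive regulator (chromosome 10, 35126791 to 35212958), went from 88.2 ± 17.6 to 31.5 ± 4.28 CPM in miR-28 cells and from 17.7 to 21.6 CPM in scramble cells (-1.77 ± 0.26, adjusted p = 0.027). MYO7B went from 7.49 ± 1.05 to 4.37 CPM and from 1.07 to 12.7 CPM (-4.34 ± 0.53, adjusted p = 0.0073). KAT6B went from 0.0589 to 49.8 ± 24.4 CPM and from 28.9 ± 5.2 to 25.8 ± 0.958 CPM (adjusted p = 0.0014), and its fitted interaction depends on the prior count. UHRF1 (-2.79 ± 0.76, adjusted p = 0.34), PCNA (-1.36 ± 0.43, adjusted p = 0.43), CDC45 (-1.10 ± 0.36, adjusted p = 0.46) and CHEK1 (-0.83 ± 0.26, adjusted p = 0.43) did not pass. The count of 5 became 1 and 7 without control replicates 1 and 2, 4 and 3 without ibrutinib replicates 1 and 2 and 3 without either miR-28 replicate. It became 57 and 1 without combination replicates 1 and 2 and 17 without miR-28 0 h replicate 2. DESeq2 called 146 and limma-voom 1.

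As groups, replication genes had negative interactions, that is, they were lower in the combination than the sum of the single effects. Over 30 fork genes 29 were negative (median -0.94), over 28 origin genes 26 (-1.08), over 33 mitosis genes 32 (-0.66) and over 23 repair genes 20 (-0.83). Without miR-28 replicate 1 the mitosis median was -0.37, with 29 negative. No member passed over all genes tested, and adjusted over the list alone 13, 11, 3 and 10 were negative. edgeR gave 1102 genes at an unadjusted p under 0.05. By camera these lists had adjusted p = 1.8e-14, 1.4e-12, 2.8e-10 and 1.7e-08, each with adjusted p = 0.24 with an estimated correlation, and fry called no list. Without combination replicate 2, with its 4.52% mitochondrial counts, camera gave 4.3e-08, 4.3e-08, 1.1e-07 and 4.8e-05. Of 153 signature genes 116 were negative, with a median of -1.35 in the combination and -0.59 for the sum of the single effects, but this list was chosen for changing in the combination alone, which builds in such a difference.

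At 4 h, ibrutinib against control asked for early effects, and edgeR called 0 genes, with 687 at an unadjusted p under 0.05, 41 called by DESeq2 and 0 by limma-voom. Without control replicate 1 or ibrutinib replicate 1 it called 1. CHAC1, a target of the integrated stress response (3.04 ± 0.63, edgeR adjusted p = 0.35), and HERPUD1, of the unfolded protein response (1.32 ± 0.29, adjusted p = 0.43), were the leading members of a list of 20 of which 0 passed and 5 rose adjusted over the list alone (median 0.93; camera adjusted p = 1.2e-09, and adjusted p = 0.36 with an estimated correlation). In miR-28 cells at 4 h, 18 genes rose and 6 fell. CCNG2, an atypical cyclin gene, rose to 188 ± 78.1 CPM from 11 ± 2.59 CPM (4.09 ± 0.70, adjusted p = 0.033). MBNL2, a splicing regulator, rose by 2.72 ± 0.42 (adjusted p = 0.024) and DNAJB9, a chaperone of the endoplasmic reticulum, by 1.83 ± 0.31 (adjusted p = 0.033). SLCO4A1, an organic anion transporter gene, fell by 1.85 ± 0.29 (adjusted p = 0.024). UHRF1 (-1.38 ± 0.53, adjusted p = 0.23) and GINS1 (-1.46 ± 0.87, adjusted p = 0.45) did not pass. MYC targets had a median of -0.77 in miR-28 cells (0 of 24 passed, 10 fell adjusted over the list alone; camera adjusted p = 2.0e-11, and adjusted p = 0.81 with an estimated correlation). In scramble cells the median was -0.47 (camera adjusted p = 6.8e-08, and adjusted p = 0.62 with an estimated correlation). These medians were -1.34 and -0.48 without combination replicates 1 and 2 and -0.30 without ibrutinib replicate 2. By fry no list was called in either line at 4 h (the smallest adjusted p = 0.091 in miR-28 and 0.21 in scramble cells). The count of 24 became 7 and 0 without miR-28 replicates 1 and 2 and 13 and 0 without combination replicates 1 and 2 of 4 h, while DESeq2 called 738 and limma-voom 17. The interaction at 4 h, added after the data were seen, called 0 genes in edgeR, with 421 at an unadjusted p under 0.05, 11 in DESeq2 and 0 in limma-voom. Combination against control at 4 h held 3047 higher and 3022 lower genes, with UHRF1 at -2.61 ± 0.55 (adjusted p = 0.0017), BCL2 at -4.75 ± 0.43 and CYP51A1 at least 8733-fold higher, between lines as above.

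Because ibrutinib was compared within each line with separate libraries, the mean of both responses was tested as well, a comparison added after the data were seen. At 4 h it held 103 higher and 78 lower genes. CCNG2 (3.31 ± 0.48, edgeR adjusted p = 0.013), DNAJB9 (1.5 ± 0.22, adjusted p = 0.013), the stress genes CHAC1 (2.21 ± 0.43, adjusted p = 0.032) and SESN2 (1.97 ± 0.42, adjusted p = 0.042), and BBC3, the pro-apoptotic PUMA gene (1.94 ± 0.38, adjusted p = 0.034), rose. DUSP2, a phosphatase induced by MAP kinase signalling (-1.67 ± 0.31), and NOP58, of ribosome biogenesis (-0.65 ± 0.12, adjusted p = 0.026), fell. Of 20 stress response genes 4 rose (11 adjusted over the list alone), and of 23 cholesterol genes 4 rose (12 adjusted over the list alone). Of 20 p53 targets 2 rose (12 rose and 1 fell adjusted over the list alone) and of 24 MYC targets 4 fell (14 adjusted over the list alone). All were called by camera and none with an estimated correlation (the smallest adjusted p = 0.46 with an estimated correlation). At 20 h 584 genes rose and 729 fell. UHRF1 (-2.40 ± 0.39, adjusted p = 0.0086), MCM4 (-2.14 ± 0.33, adjusted p = 0.0074), LDHA (-1.93 ± 0.47, adjusted p = 0.031) and GAPDH (-0.75 ± 0.14, adjusted p = 0.014) fell, and BCL2 (1.10 ± 0.27, adjusted p = 0.031) rose. Such a mean does not show that both lines changed. BCL2 was at 2.08 in miR-28 and 0.11 in scramble cells, and UHRF1 at -3.79 and -1.01, where neither scramble value passed. Of 30 fork genes 22 fell (27 adjusted over the list alone), and of 28 origin genes 18 (22 adjusted over the list alone). Of 24 MYC targets 8 fell (19 adjusted over the list alone) and of 25 glycolysis genes 10 (13 fell and 2 rose adjusted over the list alone). These were again called by camera and not with an estimated correlation (the smallest adjusted p = 0.18 with an estimated correlation). The 1313 genes at 20 h became 265 and 90 without control replicates 1 and 2, 308 and 34 without ibrutinib replicates 1 and 2, 40 and 281 without miR-28 replicates 1 and 2, 103 without combination replicate 2 and 2232 without miR-28 0 h replicate 2. The 181 genes at 4 h became 59 and 0, 15 and 5, and 63 and 0 without the control, ibrutinib and miR-28 replicates of 4 h in the same order, and 1 without combination replicate 2.

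Most genes that ibrutinib changed in miR-28 cells had the same sign in scramble cells. Of the 632 genes called in miR-28 cells at 20 h, 549 (86.9%) did so, and of the 24 called at 4 h, 22 (91.7%). The lower genes had a median of -1.13 in miR-28 and -0.37 in scramble cells, and the higher genes 1.24 and 0.33. Across 10284 genes the fold changes of both lines correlated at r = 0.437 (rho = 0.575) at 20 h and r = 0.504 (rho = 0.619) at 4 h, with no shared libraries (genes are not independent replicates). Separate libraries may still share variation unrelated to the drug. Deviations of same-numbered ibrutinib and combination libraries from their group means correlated at 0.211 at 20 h and 0.308 at 4 h. The lower medians in scramble cells belong to genes chosen for passing in miR-28 cells, and the difference was called for 5 genes.

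Time-independent comparisons over 4 and 20 h asked for effects common to both times. The lines differed in 7596 genes without ibrutinib (3869 higher, 3727 lower in miR-28) and in 7723 for combination against control (3992 higher, 3731 lower). Ibrutinib against control held 302 higher and 262 lower genes, 76 and 13 of them beyond a log2 fold change of 1. This count of 564 (DESeq2 1920, limma-voom 553) became 209 and 0 without control 20 h replicates 1 and 2, 18 and 249 without control 4 h replicates 1 and 2, 49 and 0 without ibrutinib 20 h replicates 1 and 2 and 1794 and 16 without ibrutinib 4 h replicates 1 and 2.

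The signature was rebuilt with the rule of the study, to list genes called under both treatments and not under either alone at 20 h. A gene not called with ibrutinib alone need not be unaltered, since only 8 were called there. Of 395 genes called lower in combination than in miR-28 cells, 357 were also lower with ibrutinib alone (median -0.37). Of 237 called higher, 192 were also higher with ibrutinib alone. Of 632 genes that differed between combination and miR-28, 2 that also differed with ibrutinib alone were removed, and 630 were left. Of 5331 that differed between combination and ibrutinib, 3914 that differed with miR-28 alone were removed, and 1417 were left. Both lists shared 212 genes, 167 lower and 45 higher in combination, against 20.6 lower and 10.5 higher for independent lists. Both lists use the combination libraries, so part of the excess may come from these shared libraries. Simulated data without any effect gave lists of 0.1 genes on average, too short to give an overlap for comparison. Of the 154 published signature genes that matched the table, 117 were among the 212. This overlap is built in and is not independent evidence, since the study applied the same rule to these samples. PKMYT1, a kinase that holds back mitosis (-2.12 ± 0.26 in combination against miR-28), was a lower member and NR1D2, a nuclear receptor gene of the circadian clock (1.52 ± 0.20), a higher one. In place of 212, DESeq2 gave 494 genes, limma-voom 238, no filter 507, the replicate block 470 and only the 20 h libraries 716. The count became 135 without ibrutinib replicate 1, 4 and 78 without miR-28 replicates 1 and 2 and 1 without combination replicate 2.

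Genes with a site for miR-28 in the 3' UTR were compared with genes without one, since direct targets carry such sites. For miR-28-5p the 2021 genes with AGCTCCT had a mean log2 fold change (miR-28 against control, 20 h) that was 0.0068 above that of the other genes (two-sided permutation p = 0.91; 13068 genes). For the 330 genes with the longer site AGCTCCTA the difference was -0.21 (permutation p = 0.14), and -0.24 at 0 h (permutation p = 0.095). For miR-28-3p the 1009 genes with ATCTAGT differed by -0.20 (two-sided permutation p = 0.019, Benjamini-Hochberg adjusted p = 0.11 over 6 tests). Of 100 other 7-mers of the same base composition, 23 gave a value as low as miR-28-3p. Of the 100 for miR-28-5p, 46 gave a value as low as its 7-mer site, and their differences ran from -0.46 to 0.52. The groups also differ in clone, so these tests do not show that miR-28 had no effect on its targets. Of the genes called lower 23.7% (557 of 2354) and of those called higher 21.6% (477 of 2208) had a site of either strand, a difference of 2.06 ± 1.24 percentage points (SE; Fisher's exact test p = 0.10). Genes are not independent replicates.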

Values the study reported

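The study reported a signature of 157 genes altered at 20 h only under combined treatment, 114 of which were downregulated. Its first list, genes altered in combination against miR-28 cells and not by ibrutinib alone, held 455 genes. For its second list, the comparison of combination with ibrutinib, 3290 genes that were also altered by miR-28 alone were removed, which left 1437 genes. GINS1, RRM2 and UHRF1 were named among its most downregulated signature genes. By immunoblot in MD-901 cells, the study also reported less PSF1 (encoded by GINS1), CDC45, CDC7, PCNA and CHK1 protein under the combination only. It further described inhibited cell cycle pathways in U2932 and SUDHL4 cells and impaired DNA replication in assays of MD-901 cells. Those experiments were not re-examined here.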

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

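The tests of 1 library alone, of counts that drop out of 1 replicate and of a response common to both lines were chosen after the results were seen, and the first form of the dropout test was replaced after its result was seen, since called genes can hardly differ that much between replicates.

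The effect of ibrutinib at 20 h differed between the miR-28 and the scramble line, by the tested interaction, for 5 genes: KAT6B (9.77, a fitted value that depends on the prior count), TSHR (3.22), CHST15 (1.48), CREM (-1.77) and MYO7B (-4.34) on the log2 scale. The call of KAT6B rests on its near absence in miR-28 cells at 20 h, which the division of reads between transcripts by the estimator was not excluded from giving. Of 15 alternatives, 14 called KAT6B, 13 MYO7B, 8 TSHR, 7 CHST15 and 7 CREM, with adjusted p from 1.2e-08 to 0.208 for CHST15 and from 3.8e-08 to 0.208 for CREM. The interaction was also called by camera for 10 gene lists. The median log2 interaction was -1.08 for origin licensing and firing, -0.94 for replication forks, -0.83 for DNA repair, -0.73 for G1-S control, -0.67 for deoxynucleotide supply, -0.66 for mitosis and -0.77 for the signature, which the study chose on these samples. It was 0.50 for immediate early genes, 0.39 for germinal centre genes and 0.19 for glycolysis. With 1 library left out, the glycolysis median was 0.08 and 0.43 without control replicates 1 and 2, 0.41 without ibrutinib replicate 1 and 0.33 without combination replicate 2. Likewise the mitosis median was -0.37 without miR-28 replicate 1 and the deoxynucleotide median -1.14 without combination replicate 1. By fry no list was called. With an estimated correlation none was called (adjusted p = 0.24 to 0.49 with an estimated correlation), and G1-S control was lost without combination 20 h replicate 2 (adjusted p = 0.060).

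Replication genes were lower in the combination than in miR-28 cells at 20 h, and combination replicate 2 stood apart from the other libraries. Over the 72 members of the origin, fork and deoxynucleotide lists the median log2 difference from the miR-28 mean was -1.66 in replicate 2 and -1.02 in replicate 1, with 68 members lower in replicate 1, so the pattern does not come from replicate 2 alone. Counts that drop out of 1 replicate are excluded as the whole source, since 2.78% of the members (2 genes, GINS1 and RRM2) differed over 8-fold between the combination replicates. A response to ibrutinib common to both lines may account for part of the pattern, since the same members had a median of -0.35 in ibrutinib against control, from other libraries. Whether the larger size in miR-28 cells comes from miR-28 or from another difference between the lines stays open, and the size itself rests on 2 libraries per group.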

How the results depend on the processing

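The comparison of ibrutinib over both lines, the interaction at 4 h, the signature interactions and list medians with 1 library left out, and the fits without miR-28 0 h replicate 2 or, for comparisons it does not enter, without combination 20 h replicate 2 were chosen after seeing the data. Where a replicate was left out, the lone library of its group is assumed to vary like the others. All comparisons between the lines kept their counts within 1.5 times under every alternative, except miR-28 against control at 0 h, which fell to 2830 genes with only the 0 h libraries. The ranges over all alternatives were 3610 to 6178 genes for miR-28 against control at 20 h (4887), 4600 to 7944 for combination against control (6660) and 3763 to 6578 for combination against ibrutinib (5331). At 4 h they were 3738 to 5467 for miR-28 against control (5005) and 4379 to 6572 for combination against control (6069), and over both times 6744 to 8079 for miR-28 (7596) and 6699 to 8269 for combination (7723). Of 153 signature genes, 116 had negative interactions (median -0.77), 115 to 116 with log2 CPM means, RLE factors or the block and 115 to 118 with 1 library left out, where the median ran from -0.64 without combination replicate 2 to -1.01 without replicate 1. In log2 CPM, 113 were negative with combination replicate 1 alone (median -0.56) and 114 with replicate 2 alone (median -1.0).

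Counts for ibrutinib depended on the tool, the filter and the libraries in the fit, and the cause was not tested directly. Spread at 0 h may account for part, since the main fit shared 1 estimate of the spread. Chi-square per gene between replicates was 211 and 230 in control and miR-28 cells at 0 h. At 20 h it was 20.8 and 20.3 in these cells, 31.1 in ibrutinib and 89.5 in combination cells. With only the 0 h libraries, genes called for miR-28 against control fell from 5344 to 2830. Ibrutinib counts rose with only the 20 h libraries. On simulated data for combination against miR-28 at 20 h, DESeq2 made 34 false calls, edgeR 6 and limma-voom 8. The larger DESeq2 counts may thus hold more false calls, though the simulation used the spread that edgeR estimated. With DESeq2, the genes called were 227 (edgeR 8) for ibrutinib against control at 20 h, 2068 (632) for combination against miR-28 at 20 h, 146 (5) for the interaction at 20 h, 41 (0) for ibrutinib against control at 4 h, 738 (24) for combination against miR-28 at 4 h, 11 (0) for the interaction at 4 h, 2791 (1313) and 1152 (181) for ibrutinib over both lines at 20 and 4 h, 1920 (564) for ibrutinib over both times and 494 (212) for the signature. With no filter the same results gave 543, 2159, 370, 267, 1131, 156, 2649, 1312, 2110 and 507 genes. limma-voom gave 14 for ibrutinib at 20 h, 1 for the interaction at 20 h and 117 for both lines at 4 h. With only the libraries of the same time, ibrutinib against control gave 324 genes at 20 h and 5 at 4 h, combination against miR-28 gave 3339 and 179, the interaction at 20 h 11, both lines 4095 and 459, and the signature 716. The mean of the 4 and 20 h differences in the fit of all 20 libraries gave 5 genes for ibrutinib over both times. Camera with an estimated correlation called 0 of the 60 list results that the preset one called over the 6 planned comparisons at 20 h, and none in the other comparisons. Over the same 6 comparisons fry called 63, but fewer within a line, with 1 lower list for ibrutinib (camera 10 lower and 2 higher), 7 lower and 1 higher for combination against miR-28 (9 and 2) and none for the interaction (7 and 3). The difference of miR-28-3p site genes at 20 h (-0.20, permutation p = 0.019) was -0.25 with 8mer sites (p = 0.13) and -0.10 for genes with an average log2 CPM of at least 2 (p = 0.24).

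The labels do not say whether the replicate numbers pair libraries, and the data do not settle it. Over 45 pairs of groups the deviations of same-numbered libraries correlated from -0.204 to 0.468 across genes, with a median of 0.115 and 25 pairs above 0.1. The pair at 0 h was at 0.468 and pairs within 4 h at 0.106 to 0.403, while pairs within 20 h ran from -0.113 to 0.211. With the replicate number as a block, the counts were 34 for ibrutinib at 20 h, 1745 and 53 for combination against miR-28 at 20 and 4 h, 2672 and 505 for both lines at 20 and 4 h and 470 for the signature. The block moved no other count by over 1.5 times.

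Leaving out 1 replicate in turn gave 1 to 16 genes for ibrutinib against control at 20 h and 0 to 1 at 4 h. The range was 4 to 1347 for combination against miR-28 at 20 h and 0 to 13 at 4 h, 1 to 57 for the interaction at 20 h and 0 to 2 at 4 h. It was 34 to 2232 for both lines at 20 h and 0 to 149 at 4 h, 0 to 1794 for ibrutinib over both times and 1 to 318 for the signature. Of 143 named values, 111 were called, and 42 of these were called under every alternative. Over 1694 named values under alternatives, 1378 kept their side of the threshold, 269 were lost, 246 of them with a replicate left out, 47 were gained and 0 changed sign as called values.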

Other observations

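Of the tests in this part, those of different clones, of the V genes and of seed sites as the source of most called genes were chosen after the results were seen, while the comparison of seed sites between lower and higher genes and the other splits of the libraries were chosen before.

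In the mean response to ibrutinib of both lines, a comparison added after the data were seen, further genes passed. KLHL24 rose by 2.53 ± 0.50 (SE; edgeR adjusted p = 0.034), HBP1, a repressor of cell cycle genes, by 2.33 ± 0.40 and SLC38A2, an amino acid transporter gene, by 2.29 ± 0.36 at 4 h. BACH2, a repressor of plasma cell fate, rose by 1.46 ± 0.30 (adjusted p = 0.037). At 20 h TP53INP1, a p53 target (2.62 ± 0.71, adjusted p = 0.040), and BLNK, an adaptor of the B cell receptor (1.06 ± 0.16, adjusted p = 0.0063), rose. With 1 library left out, the 181 genes at 4 h became 0 to 149 and the 1313 genes at 20 h became 34 to 2232.

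Scramble and miR-28 libraries differed in 4887 to 5344 genes at 0, 4 and 20 h. Different B cell clones in the lines may account for it, since IGHV4-34, the leading heavy chain V gene of all miR-28 libraries, held at most 0.533% of heavy chain V counts in a scramble library. Repression of genes with miR-28 sites as the source of the V gene difference is excluded, since IGHV3-7 held at most 0.0514% in a miR-28 library where IGHV4-34 led. Repression through the searched sites cannot be the direct source of most of the called genes either. Of the genes called at 20 h with a searched UTR, 12.21% were lower and carried a site. That share was bound to be low, since 2208 of these genes were higher and 21.1% of all searched genes carried a site. It does not bear on other kinds of site or on indirect effects. For the lower genes with a site such repression cannot be told apart from the clones, since genes called lower carried a site more often than genes called higher by 2.06 ± 1.24 percentage points, between the bounds set for either outcome.

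For the time-independent comparisons, 34 splits of the 8 libraries could be fitted. For miR-28 against control (7596 genes) and combination against control (7723 genes), 1 of 34 splits each was as large, and the highest other gave 0. Chance is excluded there only as a grouping of these libraries. The other splits mix lines that differ in clone, so the result shows a difference between the lines and not an effect of the insert. Chance cannot be excluded for ibrutinib against control (564 genes, 2 of 34 splits as large), where the highest other split gave 722 genes. That split followed the treatment at 20 h and the replicate numbers at 4 h.

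Combination 20 h replicates differed over 8-fold in 44 genes, against 9 to 32 in the other groups. EEF1A1, a translation elongation factor chosen after its values were seen, was at 483 CPM in replicate 1 and 10067 CPM in replicate 2, and AARS1, chosen likewise, at 177 and 0.783 CPM.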
